A study of Homo sapiens with 11 samples.

How the data were processed

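The data are 11 RNA-seq libraries of CAOV3 cells with a scrambled hairpin (shScr, 4 libraries) or a hairpin against MT2A (shMT2A-1, 3 libraries, and shMT2A-2, 4 libraries). Groups and replicate numbers were taken from the sample titles, and the columns of the table were matched to samples by the library names in the descriptions. The library numbers in these names run from 1 to 12, with none between 7 (shScr replicate 3) and 9 (shMT2A-2 replicate 3). By the order of the groups along the numbers, the gap is in the place of a shMT2A-1 library. Why it is absent is not known here. Per the labels' protocols, cells were grown without further treatment, RNA was purified on columns and libraries were made from polyadenylated RNA with a strand-specific kit. All 11 libraries are given the same batch.

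The authors deposited a table of raw counts per gene symbol, one column per library, with replicates not pooled and no normalization. The table's name says that featureCounts made it. The aligner, the genome build, the annotation, the strand setting and the handling of reads that match several places are not stated, so values of close paralogs and of overlapping or facing genes are uncertain. Among counts of 1 to 20, 71.1% to 76.0% were even in each library, while 49.0% to 50.5% of counts above 1000 were. This pattern arises when both mates of a read pair are counted, so the totals are probably reads, of which pairs are not independent; dispersion was estimated from replicates and absorbs this, and a fit on counts divided by 2 was added as an alternative. Library totals were 46320808 to 134788647 counts, and MT2A had 5585 to 46208 counts per library, so that counting error is small beside the spread between replicates.

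Genes were filtered with filterByExpr by group (16623 of 28278 symbols; 5509 symbols had no count in any library). Libraries were scaled by TMM (factors 0.945 to 1.06). The edgeR (version 4.0.16) quasi-likelihood test with robust dispersion was fitted to all 11 libraries with 1 term per group and no covariate, and each contrast was adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Standard errors were derived from the log2 fold change and its F statistic. Levels are TMM-scaled CPM, and log2 CPM used a prior count of 2. Sets were tested with camera of limma (version 3.58.1) at an inter-gene correlation of 0.01, with fry and an estimated correlation beside it. The 17 sets were compiled from general knowledge before the data were examined: metallothioneins, zinc transporters, NRF2 targets, p53 targets, interferon-stimulated genes, G2/M genes, G1/S genes, ATF4 targets, endoplasmic reticulum chaperones, hypoxia genes, heat shock genes, NF-kB and secretory genes, mesenchymal genes, epithelial genes, cholesterol synthesis genes, glycolysis genes and oxidative phosphorylation genes. Single genes were compared by exact two-sided permutation of library labels on log2 CPM.

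The rule for naming genes was also fixed before the data were examined: MT2A and the listed metallothioneins that pass the filter; genes past the threshold with both hairpins, or between hairpins, with no overlap of libraries (there were none); and up to 4 members per set past the threshold, ordered by the smaller of the absolute log2 fold changes of the hairpins. Of the last kind, the first 2 members of the sets past the threshold with both hairpins are named, and the 2 further ones, CEBPB and CCL2, that separate all knockdown libraries from all controls. HSD17B10 and TGFBI were named after their values were seen, and RIBC1 as a neighbour of HSD17B10.

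The tests were checked on simulated counts with 200 genes changed by known amounts, and on the deposited counts with 2-fold changes put in by thinning. Chance agreement of the hairpins was simulated 20 times with unchanged groups, each gene drawn independently. Alternatives fixed before the data were examined were DESeq2 size factors computed in edgeR as relative log expression, no expression filter, at least 10 counts in every library, the DESeq2 (version 1.42.0) Wald test, fits of only the groups compared, blocks by replicate number or by runs of library numbers, a log2 fold change of at least 1, the other set tests, and leaving out each library in turn. Chosen after seeing the data were counts divided by 2, 1 surrogate variable from svaseq (sva version 3.50.0), 1 knockdown group of 7 libraries, and leaving out each knockdown library in the set comparison between hairpins. The sets not past the threshold were also followed with each library left out.

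Hairpin target sequences from the labels were compared with every GENCODE release 29 basic transcript, allowing up to 2 mismatches, and coordinates come only from these matches, on GRCh38. For seed sites, the longest annotated 3′ UTR of each gene was searched for the heptamer that pairs with the hairpin seed, and the median shift of genes with a site, corrected for UTR length, was set beside that of other orders of the same bases. The sequence of the scrambled hairpin is not in the labels; the insert generally known for the stated plasmid was used, for the seed test only. Computations used R 4.3.3 and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.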

Results

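RNA sequencing was used to compare CAOV3 cells carrying a control hairpin with CAOV3 cells carrying either of 2 hairpins against MT2A. CAOV3 is an established human ovarian cancer cell line with epithelial morphology. MT2A encodes a metallothionein, a small cysteine-rich protein that binds zinc and copper. The hairpins were delivered by lentivirus, which integrates into the genome, so that the short RNA is made continuously and directs cleavage or repression of matching mRNA. The data set held 11 libraries of polyadenylated RNA from growing cells, of which 4 carried the scrambled control hairpin (shScr), 3 carried the first MT2A hairpin (shMT2A-1) and 4 carried the second (shMT2A-2). Library totals ran from 46320808 to 134788647 counts, a 2.91-fold range that the shScr group spans. The shMT2A-1 totals were 53801038 to 90401007 counts and the shMT2A-2 totals 68833632 to 107408509 counts. Of 28278 gene symbols, 16623 passed the expression filter, and these held at least 99.98% of the counts of every library. Levels are given as CPM, counts scaled to a common library size with TMM factors, as mean ± SD over the libraries of a group.

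The sites of the hairpins were located by matching the target sequences given in the labels to the GENCODE release 29 transcripts, whose coordinates are on GRCh38. The target of shMT2A-2, CTGCAAATGCAAAGAGTGCAA, matched MT2A without a mismatch at chromosome 16, positions 56609017 to 56609037 on the plus strand, in exon 2 of 3 and within the coding sequence. The target of shMT2A-1, GCAAAGAGTGCAAATGCACTT, matched MT2A at chromosome 16, positions 56609025 to 56609045, in the same exon and also within the coding sequence, with 1 substitution, T20C, where positions are counted from 1 at the 5′ end of the target, the hairpin's base comes first and the transcript's base last. The sites share 13 of 21 bases, so the hairpins address nearly the same stretch of mRNA. Neither was specific to MT2A. The shMT2A-2 target also matched MT1X (chromosome 16, positions 56683190 to 56683210, exon 2 of 3, coding sequence) and MT1A without a mismatch. The shMT2A-1 target had the same T20C substitution in MT1X (chromosome 16, positions 56683198 to 56683218) as in MT2A, and no transcript matched it without a mismatch.

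The targeted gene was examined first. MT2A stood at 389 ± 40.02 CPM (SD, n = 4) in shScr, 137 ± 75.5 CPM (SD, n = 3) in shMT2A-1 and 185 ± 60.1 CPM (SD, n = 4) in shMT2A-2, which is 35.2% and 47.5% of the control mean. The shScr libraries held 334, 401, 393 and 428 CPM in order of replicate. The shMT2A-1 libraries held 98.3, 224 and 88.7 CPM and the shMT2A-2 libraries 218, 240, 104 and 177 CPM. All 7 knockdown libraries lay below all 4 controls, so no library went against its label as knockdown or control; which hairpin a library carries cannot be read from this level, which differed more than 2-fold between libraries of the same hairpin. The log2 fold change was −1.51 ± 0.32 (SE) for shMT2A-1 and −1.08 ± 0.29 (SE) for shMT2A-2. An exact two-sided permutation test of the log2 levels gave p = 0.0286 for each hairpin, for both comparisons the smallest value that the design allows, and p = 0.00606 for the 7 knockdown libraries together. In the genome-wide edgeR quasi-likelihood test with Benjamini-Hochberg adjustment the change was not past the threshold, with adjusted p of 0.394 for shMT2A-1, 1.00 for shMT2A-2 and 0.271 for the mean of both hairpins, whose log2 fold change was −1.29 ± 0.25 (SE). The alternative that moved this estimate most left out shMT2A-1 replicate 2, the library of that hairpin with the most MT2A; the shMT2A-1 log2 fold change was then −2.06 with an edgeR adjusted p of 0.0374. The difference between the hairpins, a log2 fold change of 0.43 ± 0.31 (SE) for shMT2A-2 against shMT2A-1, was within the replicate spread (edgeR adjusted p 0.769).

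**Figure D1:**
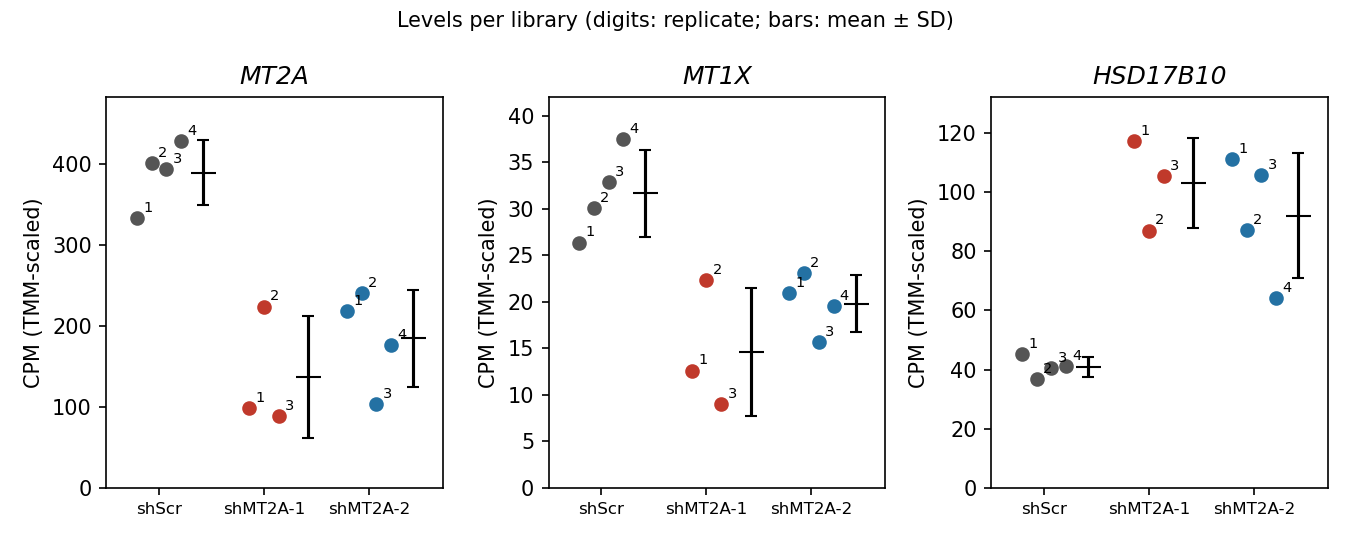
TMM-scaled CPM of MT2A, MT1X and HSD17B10 in each library, by group, with replicate numbers beside the points and the group mean ± SD as bars. MT2A and MT1X are lower, and HSD17B10 is higher, in each of the 7 knockdown libraries than in each of the 4 controls, and shMT2A-1 replicate 2 holds more MT2A (224 CPM) than replicates 1 and 3 (98.3 and 88.7 CPM).

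Of the other metallothioneins on the list, MT1G, MT1H, MT1L and MT1X passed the filter, and only MT1X had more than 20 counts in any library. MT1X fell from 31.7 ± 4.68 CPM (SD, n = 4) in shScr to 14.6 ± 6.88 CPM (SD, n = 3) with shMT2A-1 and 19.8 ± 3.10 CPM (SD, n = 4) with shMT2A-2. Its log2 fold changes were −1.12 ± 0.25 (SE; edgeR adjusted p 0.394) and −0.68 ± 0.23 (SE; edgeR adjusted p 1.00), and it was lower than every control in 7 of 7 knockdown libraries. The shMT2A-1 change was past the threshold in 2 of 20 alternatives, the DESeq2 Wald test (adjusted p 0.00978) and the edgeR test without shMT2A-1 replicate 2 (−1.55, adjusted p 0.0374). Adjusted over the list alone, MT1X was past the threshold with each hairpin. MT1X and MT2A are close paralogs, the handling of reads that match both is not stated, and the target site of each hairpin is as good a match in MT1X as in MT2A, so the MT1X values are uncertain as a measure of a response to MT2A loss. MT1G, MT1H and MT1L had at most 20 counts in a library and are not interpreted singly.

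The comparison of each hairpin with the control asks which transcripts change when MT2A is reduced. With shMT2A-1, 1 gene of 16623 had an edgeR adjusted p under 0.05 and it was higher; 1941 genes had an unadjusted p under 0.05 (960 higher and 981 lower), against 831 expected by chance. With shMT2A-2, 0 genes passed; 464 had an unadjusted p under 0.05 (255 higher and 209 lower), fewer than the 831 expected. For the mean of both hairpins 1 gene passed, and 1201 had an unadjusted p under 0.05 (598 higher and 603 lower). The alternative that moved these counts most was the DESeq2 Wald test, which gave 83 genes for shMT2A-1, 12 for shMT2A-2 and 46 for the mean of both. Without shMT2A-1 replicate 2, edgeR gave 5 genes for shMT2A-1 and 3 for the mean of both. On simulated counts of 16271 genes with 200 changed by known amounts, both tools recovered 153, with 3 other calls in edgeR and 29 in DESeq2. These counts were a single draw, with the same dispersion for genes of like abundance. When 2-fold changes were put into 200 genes by thinning the deposited counts, the edgeR test recovered 114 (57.0%) for shMT2A-1 and 125 (62.5%) for shMT2A-2. It made 12 and 5 other calls. The change was put into every library of a group alike. A 2-fold change common to all libraries of a group would thus have been detected in many genes at this depth and replication. Smaller changes, and changes in only some libraries of a group, could pass unseen.

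The gene that passed in both of these comparisons was HSD17B10, which encodes a mitochondrial dehydrogenase. It is named because it was the only call, and so was chosen after its values were seen. It stood at 40.8 ± 3.50 CPM (SD, n = 4) in shScr, 103 ± 15.2 CPM (SD, n = 3) in shMT2A-1 and 92.0 ± 21.2 CPM (SD, n = 4) in shMT2A-2. The log2 fold change was 1.34 ± 0.17 (SE; edgeR adjusted p 0.0401) with shMT2A-1, 1.17 ± 0.16 (SE; edgeR adjusted p 0.0882) with shMT2A-2 and 1.25 ± 0.15 (SE; edgeR adjusted p 0.0172) for the mean of both. All 7 knockdown libraries exceeded all 4 controls, with an exact two-sided permutation p of 0.00303, the smallest the 330 arrangements can give. The call did not survive leaving out any single control library: the shMT2A-1 adjusted p was then 0.152 to 0.323 by edgeR, while the log2 fold change stayed between 1.29 and 1.39. The controls share 1 hairpin, so a difference of all knockdown libraries from all controls does not say on which side the level moved.

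Genes changed the same way by both hairpins were then sought, because a change made by 1 hairpin alone cannot be assigned to its target. Agreement of the hairpins does not assign a change to MT2A either, since both match other metallothioneins and are compared with the same control hairpin. No gene was past the threshold with both in the main edgeR fit. Over 21 alternatives, given further below, the count ran from 0 to 7. HSD17B10 passed with both when replicate numbers or runs of library numbers were used as blocks. At an unadjusted p under 0.05 with each hairpin there were 204 genes, of which 118 were higher and 86 lower and all 204 had the same sign. Simulated groups with no change, set against the same simulated controls, gave a mean of 156 such genes (137 to 183 in 20 simulations), since both comparisons share the control libraries. Across genes, which are not independent replicates, the log2 fold changes of the hairpins correlated at r = 0.505, beside 0.466 (0.446 to 0.476) in the simulations. In 97 genes every knockdown library lay above every control and in 102 every one lay below. Together these were 1.20% of the genes tested, where chance gives 0.606%. The simulations drew each gene independently, whereas genes of the real libraries vary together. The simulated ranges may therefore be too narrow. Whether the agreement of the hairpins exceeds chance is not decided by these values.

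In the direct comparison of shMT2A-2 with shMT2A-1, 0 genes passed the edgeR threshold, and 1085 had an unadjusted p under 0.05 (632 higher and 453 lower in shMT2A-2) against 831 expected.

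The libraries of each knockdown group did not lie together in a principal component analysis of log2 CPM. The first component carried 37.3% of the variance and the second 13.3%. On the first, the controls scored −23.1 to −7.0. shMT2A-1 replicates 1 and 3 scored 47.9 and 34.4 and shMT2A-2 replicate 3 scored 54.4, whereas shMT2A-1 replicate 2 scored −11.9 and shMT2A-2 replicates 1, 2 and 4 scored −33.4, −21.2 and −12.3. Thus 3 of 7 knockdown libraries lay above every control and 4 lay within or below the controls. The labels give the same batch for all 11 libraries, so this split could not be examined within batches. The group comparisons above and below mix libraries from both sides of it.

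**Figure D2:**
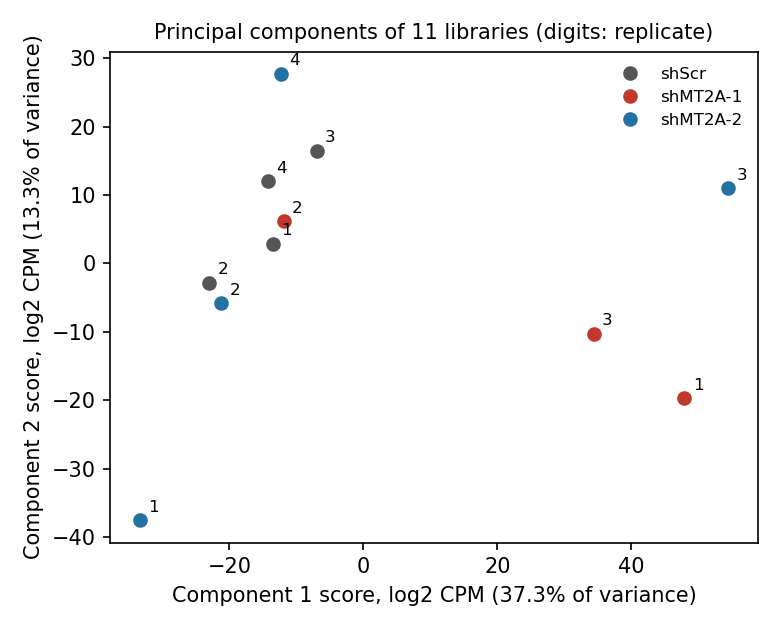
Scores of the 11 libraries on the first and second principal components of log2 CPM, coloured by group and numbered by replicate, with the share of variance on each axis. shMT2A-1 replicates 1 and 3 and shMT2A-2 replicate 3 lie at 34.4 to 54.4 on the first component, apart from the other 8 libraries, none of which is above −7.0.

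Gene sets written down before the data were examined were tested with limma's camera at a preset inter-gene correlation of 0.01, with adjustment over 17 sets and both hairpins. With shMT2A-1, 8 sets passed. Higher were the G1/S genes (median log2 fold change 0.31, 25 of 25 genes higher, camera adjusted p 1.06e-07), the heat shock genes (0.55, 16 of 16 higher, 0.00234) and the NF-kB and secretory genes (0.24, 14 of 19 higher, 0.0103). Lower were the ATF4 targets (−0.52, 0 of 27 higher, camera adjusted p 1.16e-13), the epithelial genes (−0.40, 4 of 15 higher, 0.0102), the metallothioneins (−0.99, 0 of 4 higher, 0.0134), the cholesterol synthesis genes (−0.24, 3 of 20 higher, 0.0199) and the interferon-stimulated genes (−0.21, 6 of 24 higher, 0.0401). With shMT2A-2, 5 sets passed. Higher were the NF-kB and secretory genes (0.34, 18 of 19 higher, camera adjusted p 2.91e-06), the oxidative phosphorylation genes (0.10, 29 of 30 higher, 1.26e-04) and the heat shock genes (0.50, 16 of 16 higher, 2.87e-04). Lower were the ATF4 targets (−0.17, 4 of 27 higher, camera adjusted p 2.82e-05) and the metallothioneins (−0.66, 1 of 4 higher, 0.00298). The metallothionein calls are uncertain as a sign of a response to MT2A loss. The genes tested in this set were MT1G, MT1H, MT1L and MT1X. All match both hairpin targets with at most 2 mismatches, and MT1G, MT1H and MT1L had at most 20 counts in a library. The sets past the threshold with both hairpins, in the same direction, were 4: metallothioneins, ATF4 targets, heat shock genes, and NF-kB and secretory genes. None of these calls held under fry or under camera with an estimated correlation, each of which gave 0 sets for either hairpin. At an unadjusted p under 0.05 fry gave 2 sets with shMT2A-1 and 1 with shMT2A-2, and the estimated correlation gave 1 with each. The metallothionein set held MT1G, MT1H, MT1L and MT1X, without MT2A. MT1G, MT1H and MT1L had at most 20 counts in a library, and the shMT2A-1 median lay between MT1H (−1.01) and MT1L (−0.98). The hairpin targets match all 4 genes with 0 to 2 mismatches, so the calls of this set do not separate a direct effect of the hairpins from a response to MT2A loss.

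Several set medians rested on single libraries. With shMT2A-1 the interferon median was −0.75 without replicate 2, −0.033 without replicate 1 and −0.073 without replicate 3, and this set passed in 12 of 21 alternatives. The cholesterol synthesis genes passed in 14 of 21, and not without shScr replicate 3 (−0.17, camera adjusted p 0.224). Without shMT2A-1 replicate 3 the heat shock genes (0.43, camera adjusted p 0.0549) and the NF-kB and secretory genes (0.17, 0.0728) were not past the threshold, and the metallothionein median was −0.66. Without shMT2A-1 replicate 2 the metallothionein median was −1.60 and that of the NF-kB and secretory genes 0.39, and without replicate 1 the epithelial median was −0.21. With shMT2A-2, leaving out replicate 3 brought the ATF4 median to −0.077 (camera adjusted p 0.0194) and the metallothionein median to −0.40 (0.0255). The ATF4 score was −0.34 in that replicate and 0.14 to 0.23 in the other 3 libraries of the hairpin, which lie within the 0.09 to 0.35 of the controls. Without shMT2A-2 replicate 1 the oxidative phosphorylation genes were not past the threshold (0.042, camera adjusted p 0.132).

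The remaining sets were not past the threshold. With shMT2A-1 the median log2 fold change was −0.04 for zinc transporters, −0.02 for NRF2 targets, 0.11 for p53 targets, 0.02 for G2/M genes, −0.01 for endoplasmic reticulum chaperones, −0.15 for hypoxia genes, 0.05 for mesenchymal genes, −0.07 for glycolysis genes and −0.06 for oxidative phosphorylation genes. With shMT2A-2 it was 0.05 for zinc transporters, 0.03 for NRF2 targets, 0.07 for p53 targets, 0.25 for interferon-stimulated genes, 0.01 for G2/M genes, 0.06 for G1/S genes, 0.05 for endoplasmic reticulum chaperones, 0.14 for hypoxia genes, 0.07 for mesenchymal genes, −0.11 for epithelial genes, −0.07 for cholesterol synthesis genes and 0.09 for glycolysis genes. Several of these depended on single libraries. Without shMT2A-2 replicate 3 the shMT2A-2 median was 0.42 for interferon-stimulated genes (camera adjusted p 2.04e-07), −0.097 for G1/S genes (0.0194), −0.15 for endoplasmic reticulum chaperones (0.00108) and 0.16 for glycolysis genes (0.0194), all past the threshold. The interferon score was 0.56 to 0.72 in the other 3 libraries of this hairpin, above the highest control (0.27), and −0.91 in replicate 3. Other single libraries also kept sets from passing. With shMT2A-2 the hypoxia genes passed without shScr replicate 3 (camera adjusted p 0.0135), shScr replicate 4 (0.0139) or shMT2A-2 replicate 1 (0.0153), and the cholesterol synthesis genes without shScr replicate 1 (−0.14, 0.00676), shScr replicate 2 (−0.12, 0.00643) or shMT2A-2 replicate 4 (−0.16, 0.0150). The interferon-stimulated genes also passed without shScr replicate 1 (0.0353) or replicate 2 (0.0439), the G1/S genes, at 0.15, without shMT2A-2 replicate 4 (0.0458), and the glycolysis genes without shScr replicate 3 (0.0370), shScr replicate 4 (0.0445) or shMT2A-2 replicate 4 (0.0431). With shMT2A-1 the oxidative phosphorylation genes passed without shScr replicate 1 (−0.093, 0.0435) or shMT2A-1 replicate 2 (−0.089, 0.0489).

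Single members of the shared sets were not past the threshold over all genes. Adjusted over the list alone, 14 of 27 ATF4 targets, MT1X and 1 mesenchymal gene, TGFBI, passed with shMT2A-1, and only MT1X passed with shMT2A-2. DDIT3 was at 125 ± 27.5 CPM (SD, n = 4) in shScr, 81.6 ± 1.56 CPM (SD, n = 3) in shMT2A-1 and 94.7 ± 10.97 CPM (SD, n = 4) in shMT2A-2, below every control in 4 of 7 knockdown libraries. CBS, at most 1.42 CPM in every library, was below every control in 4 of 7. CEBPB, also an ATF4 target, was below every control in 7 of 7, at 44.6 ± 3.07 CPM (SD, n = 4) in shScr, 32.0 ± 2.87 CPM (SD, n = 3) in shMT2A-1 and 35.9 ± 3.82 CPM (SD, n = 4) in shMT2A-2, and CCL2, of the NF-kB and secretory genes, was above every control in 7 of 7, at 1.88 ± 0.40 CPM (SD, n = 4), 2.78 ± 0.27 CPM (SD, n = 3) and 3.07 ± 0.96 CPM (SD, n = 4). These genes were picked for this separation, so it is not evidence of a change in them. MMP1 and BIRC3 were above every control in 5 of 7 each, with log2 fold changes of 1.56 ± 0.50 (SE) and 1.11 ± 0.35 (SE) for shMT2A-1 and 1.15 ± 0.47 (SE) and 0.60 ± 0.33 (SE) for shMT2A-2. Without shMT2A-2 replicate 3 the shMT2A-2 values were 0.53 for MMP1 and 0.070 for BIRC3, which stood at 140 CPM in that replicate and at 35.5, 49.5 and 65.3 CPM in the other 3. HSPA1B and HSPH1 also rested on that library with shMT2A-2: HSPH1 was at 1305 CPM in replicate 3 and HSPA1B at 44.04 CPM, and without that replicate their shMT2A-2 log2 fold changes turned from 2.26 to −0.18 for HSPA1B and from 0.91 to −0.14 for HSPH1. The median of the heat shock set with shMT2A-2 likewise turned from 0.50 to −0.062.

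**Figure D3:**
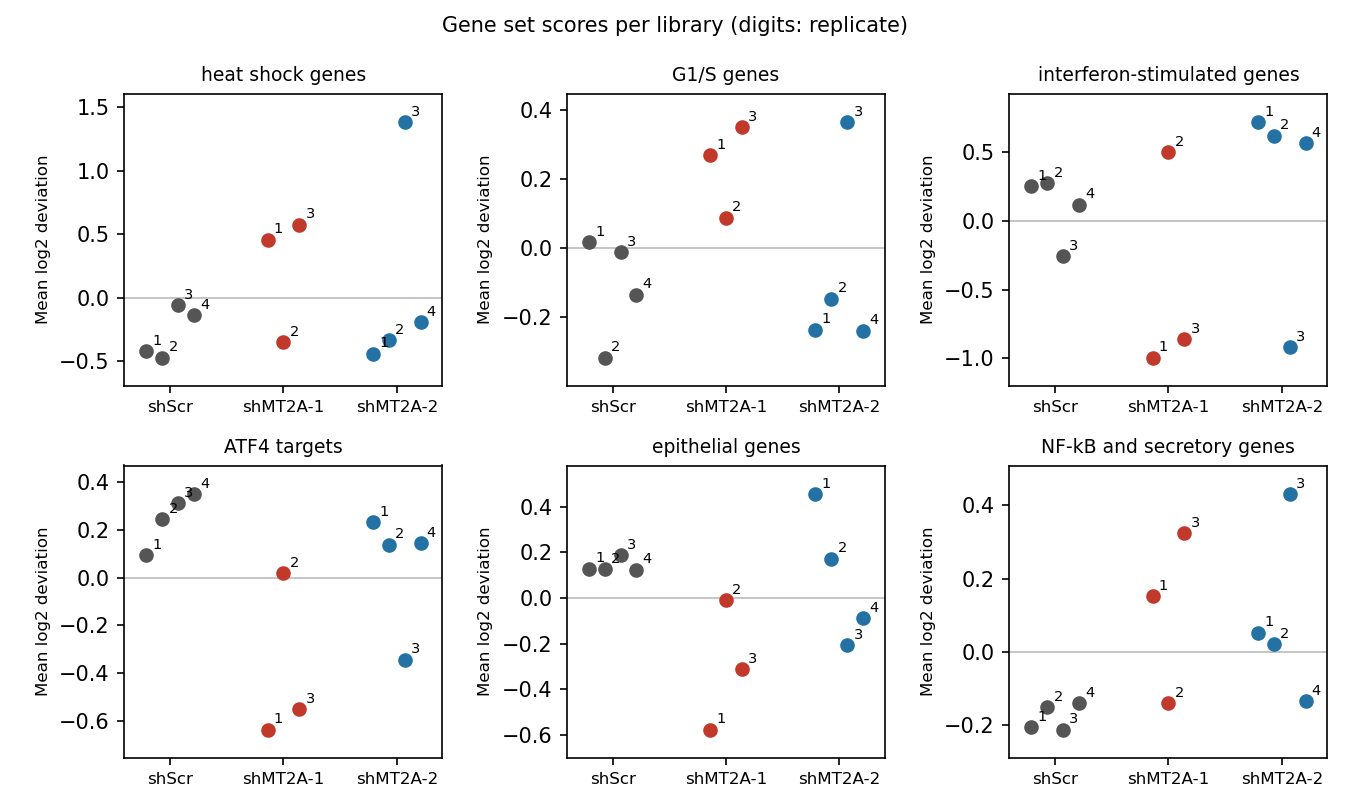
Score of each library for 6 gene sets, as the mean over a set's genes of the log2 CPM minus that gene's mean over the 11 libraries, by group with replicate numbers. For the heat shock genes shMT2A-2 replicate 3 scores 1.39 and the other 3 libraries of that hairpin −0.44 to −0.20, and for the interferon-stimulated genes the same library scores −0.91 where the other 3 score 0.56 to 0.72.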

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

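The tests on depth, on abundant genes and on GC content and length were set out before their results were seen. So was the seed test for an exchange of libraries. Of the rest of this part, the gene sets and the alternative set tests were fixed in advance, and the other tests were chosen afterwards.

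In the shMT2A-2 group, replicate 3 stood away from the other 3 libraries in 4 gene set scores, by the ratio of its gap to the nearest library over the range of the group. Its score was −0.91 for interferon-stimulated genes (others 0.56 to 0.72), 0.36 for G1/S genes (others −0.24 to −0.15), −0.34 for ATF4 targets (others 0.14 to 0.23) and 1.39 for heat shock genes (others −0.44 to −0.20). In the shScr group, replicate 3 stood away in the epithelial score, at 0.19 beside 0.12 to 0.13 in the others, a small distance that stands out because the other 3 lie very close together. Of 56 values tested in this way 5 stood out, where 2.8 are expected by chance, and 4 of the 5 fell on the same library. The scores of that library are not independent of each other. Only the shScr and shMT2A-2 groups were tested in this way, so the count says nothing about shMT2A-1. In that group replicate 2 scored 0.50 for interferon-stimulated genes, beside −0.99 and −0.86 in replicates 1 and 3. Its ATF4 score was 0.02, beside −0.64 and −0.55.

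Between the hairpins, 7 sets written in advance differed when shMT2A-2 was compared with shMT2A-1 directly by limma's camera. The median log2 fold change was 0.38 for interferon-stimulated genes (21 of 24 higher), −0.25 for G1/S genes (0 of 25 higher), 0.30 for ATF4 targets (25 of 27 higher), 0.18 for hypoxia genes (16 of 20 higher), 0.38 for epithelial genes (13 of 15 higher), 0.15 for glycolysis genes (17 of 18 higher) and 0.16 for oxidative phosphorylation genes (29 of 30 higher), with camera adjusted p from 7.52e-09 to 0.00744. Under fry and under an estimated correlation 0 sets differed, with 1 and 0 sets at an unadjusted p under 0.05, and no gene passed between the hairpins in edgeR. Leaving out each knockdown library in turn reversed none of the 7 sets and left 6 or 7 of them past the threshold. The hypoxia genes were lost without shMT2A-2 replicate 3 (camera adjusted p 0.0972) and without shMT2A-1 replicate 2 (0.0751), and the epithelial genes without shMT2A-2 replicate 1 (0.0687). The sets that differ include 3 of the 4 in which shMT2A-2 replicate 3 stood apart from its own group and lay with shMT2A-1 replicates 1 and 3. The size of the differences depended on single libraries: the interferon median was 1.05 and the ATF4 median 0.45 without shMT2A-1 replicate 2, the epithelial median 0.23 without shMT2A-1 replicate 1, the glycolysis median 0.097 without shMT2A-2 replicate 2 and the oxidative phosphorylation median 0.10 without shMT2A-2 replicate 1. Without shMT2A-2 replicate 3 the medians were 0.60 for interferon-stimulated genes, −0.39 for G1/S genes and 0.38 for ATF4 targets. No explanation was tested for the differences in hypoxia, epithelial, glycolysis and oxidative phosphorylation genes.

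The 4 scores of shMT2A-2 replicate 3 go with a wider pattern: shMT2A-1 replicates 1 and 3 and shMT2A-2 replicate 3 lie apart on the first principal component, at 34.4 or above, while no other library exceeds −7.0. Library depth is argued against, since after thinning every library to the smallest total the lowest of the 3 scored 34.5 and the highest of the other 8 scored −6.51. A few abundant genes are argued against as well, because without the 500 highest genes the lowest of the 3 scored 34.2 and the highest other library −6.86. Removing each library's trend on GC content and transcript length, for the 93.7% of tested genes with both, left the lowest of the 3 at 34.2 and the highest other at −7.98. A shift in proportion to MT2A loss is argued against by 4 knockdown libraries that hold less MT2A than every control and still lie within or below the control range.

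What stays open is a response that begins only at low MT2A, a mislabelled pair of libraries, and a state of culture or harvest. The 3 libraries apart are also the 3 with the least MT2A. They held 88.7, 98.3 and 104 CPM, beside 177 to 240 CPM in the other 4 knockdown libraries. Thus 3 of 3 are where a threshold response would put them, but an exchange would show the same values. A stress state could show them only if it also lowered MT2A, which was not examined. An exchange of shMT2A-1 replicate 2 with shMT2A-2 replicate 3 may also account for them: the grouping it implies gave 4703 genes between the hairpins with an edgeR adjusted p under 0.05, the most of all 35 splits of these 7 libraries, where the labelled grouping gave 0. That count follows from the pattern itself and is not separate evidence. A test that does not use the pattern, the level of genes with a 3′ UTR site for the shMT2A-1 seed, placed shMT2A-2 replicate 3 at −0.31 SD of other heptamers and shMT2A-1 replicate 2 at 1.02 SD. Both are within ordinary scatter, and neither hairpin's seed showed a shift beyond other heptamers in the comparison of both hairpins with the controls, so the test had little power. The labels name 1 batch and nothing groups these 3 libraries, so culture or harvest conditions could not be examined. These explanations cannot be told apart here, because each rests on the same 3 libraries, and no library was moved to another group.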

How the results depend on the processing

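The direction of MT2A held in all 20 alternatives for each comparison. Its log2 fold change ran from −2.06 to −1.27 for shMT2A-1, from −1.23 to −0.88 for shMT2A-2 and from −1.57 to −1.18 for the mean of both hairpins. It passed the threshold in the DESeq2 Wald test for shMT2A-1 (−1.50, adjusted p 0.00232) and for the mean (−1.29, adjusted p 0.00141). It also passed in edgeR without shMT2A-1 replicate 2, at −2.06 (adjusted p 0.0374) and −1.57 (adjusted p 0.0210). Over the alternatives the adjusted p ran from 0.00232 to 0.987 for shMT2A-1 and from 0.00141 to 0.979 for the mean.

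Counts of genes past the threshold were small and unstable. For shMT2A-1 the count was 1, and it became 83 under the DESeq2 Wald test, 2 with only the groups compared in the fit and 0 with 1 surrogate variable, an alternative chosen after seeing the data. For shMT2A-2 it was 0, and became 12 under DESeq2 and 1 without an expression filter. For the mean of both hairpins it was 1, and became 46 under DESeq2 and 0 with the surrogate variable. For both hairpins together it was 0, and became 7 under DESeq2 and 1 without an expression filter. DESeq2 made more calls outside the changed genes on simulated counts (29 beside 3 in edgeR), but whether this explains its larger counts was not tested. The simulated genes were drawn independently, with the same dispersion at like abundance, so these calls may not carry over to the real counts. The cause of the other differences was not tested. Between the hairpins the count was 0 in all 21 alternatives.

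Across the 11 fits that each left out one library, the counts ran from 0 to 5 for shMT2A-1, from 0 to 1 for shMT2A-2, from 0 to 3 for the mean and from 0 to 1 for both hairpins. The 5 and the 3 arose without shMT2A-1 replicate 2, and the 1 without shMT2A-2 replicate 4. The mean gave 2 without shMT2A-2 replicate 1. Without any one control, shMT2A-1 and the mean each gave 0, as they did without shMT2A-1 replicate 1 or replicate 3, and shMT2A-1 also gave 0 without shMT2A-2 replicate 2.

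A pairing of the samples was not evident, but it was not excluded either. Among 10 pairs of equally numbered libraries from different groups, 4 had residuals correlated above 0.1, with a range of −0.19 to 0.36. Runs of library numbers gave 3 of 10 (−0.23 to 0.36). The limit of 0.1 was not set beside other pairs, and the residuals carry the split within the knockdown groups. The groups follow in the same order along the library numbers, so a pairing by these runs remains possible. The replicate block gave 1 gene for shMT2A-2 and 1 for both hairpins, and the library set block the same counts of 1 and 1; in each the gene was HSD17B10.

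MT1X kept its sign in all alternatives. With shMT2A-1 it passed in the DESeq2 Wald test (−1.11, adjusted p 0.00978) and in edgeR without shMT2A-1 replicate 2 (−1.55, adjusted p 0.0374), and for the mean of both hairpins in the same 2 alternatives (−0.90, adjusted p 0.0145, and −1.12, adjusted p 0.0290). With shMT2A-2 it passed in 0 of 20.

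HSD17B10 kept its sign in all 60 combinations of comparison and alternative. Its log2 fold change ran from 1.23 to 1.44 for shMT2A-1, 1.07 to 1.31 for shMT2A-2 and 1.20 to 1.32 for the mean, and it was past the threshold in 12, 5 and 13 of 20 alternatives. With the surrogate variable its shMT2A-1 value was 1.34 with an edgeR adjusted p of 0.134, and its value for the mean 1.25 with an adjusted p of 0.0668.

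Of the set tests, fry and camera with an estimated correlation each gave 0 sets with shMT2A-1 and 0 with shMT2A-2; the estimated correlation replaces the preset one by construction, and fry has another null hypothesis; why fry gave 0 was not tested. Leaving out one library gave 4 to 9 sets for shMT2A-1 (4 without replicate 3) and 5 to 8 for shMT2A-2 (8 without replicate 3, and 8 without replicate 4). For shMT2A-2 against shScr the fits that left out one library gave −0.18 to 2.64 for HSPA1B, −0.14 to 1.18 for HSPH1 and −0.062 to 0.65 for the median of the heat shock set. The reversed values arose without shMT2A-2 replicate 3, which alone of its group carried the increase. Over the results tallied and their alternatives, 840 in number, 730 kept direction and side of the threshold or a similar count. Of the rest, 56 became weaker, 13 stronger, 3 reversed and 38 counts moved. Sets not past the threshold in the main fit were left out of this tally, and some of them changed sign when a single library was left out. Depth limits the metallothioneins other than MT2A and MT1X, which had at most 20 counts in a library.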

Other observations

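The tests of other splits of the libraries and of the surrogate variable were set out before their results were seen; the others in this part were chosen afterwards.

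Other groupings of the same libraries were fitted to see how often they give as many genes. For shMT2A-1 against shScr, 1 of 35 splits, the real one, gave 1 or more genes past the threshold, and 1 of 35 gave as many as 1941 genes at an unadjusted p under 0.05. For shMT2A-2 against shScr, 0 genes were observed, so that 35 of 35 splits give as many whatever the data and the count tests nothing, and 20 of 35 gave at least 464 genes at an unadjusted p under 0.05. For shMT2A-2 against shMT2A-1, 0 genes were observed again, so 35 of 35 tests nothing here either, and 15 of 35 gave at least 1085 at an unadjusted p under 0.05. In 4 of these 35 splits genes passed the threshold where the real split had 0, with 4703, 2238, 1545 and 864 genes. For the mean of both hairpins, 4 of 100 splits drawn from 11550 gave 1 or more genes, the real one included, and 14 of 100 gave at least 1201 at an unadjusted p under 0.05. The 3 other splits, with 2831, 2212 and 1974 genes, each put shMT2A-1 replicates 1 and 3, shMT2A-2 replicate 3 and 1 control library in the place of the control group.

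HSD17B10 was higher in every knockdown library. A scaling error common to all genes of a library is argued against, since it cancels in the ratio of the raw HSD17B10 count to that of the median tested gene: the log2 of this ratio was 1.88 to 2.79 in the knockdown libraries and 1.09 to 1.41 in the controls, a gap of 0.47 beside a control spread of 0.32. The state of the 3 libraries apart is argued against as the whole cause: without shMT2A-2 replicate 3 the shMT2A-2 log2 fold change was 1.10 (edgeR adjusted p 0.124, in a range of 1.55e-07 to 0.724 over the alternatives), and the 4 knockdown libraries outside that state held at least 64.2 CPM where no control exceeded 45.2. A surrogate variable left the mean of both hairpins at 1.25, but its correlation with the first component was only r = 0.0507 over 11 libraries, so it did not carry that state and decides nothing. Reads of RIBC1, the gene that faces HSD17B10 on the other strand, are argued against, because RIBC1 reached at most 4.29 CPM and the difference of means was 55.9 CPM. A candidate explanation that stays open is repression of HSD17B10 by the scrambled hairpin in the controls: the 308-base 3′ UTR of HSD17B10 holds a heptamer that pairs with the seed of the insert generally known for the control plasmid. The site around it matches the target of that insert at 12 of 21 bases, the heptamer included, and was not compared with other sites. Over the 687 genes with that heptamer the median shift in the knockdown libraries was −0.0090, beside −0.0033 on average for 41 other orders of its bases, so no general seed effect was seen. The MT2A hairpins also left no seed shift in this test, and 1 gene can respond where the set does not, so the explanation remains untested for HSD17B10 itself. A response to MT2A loss stays open too; the design has 1 control hairpin and cannot separate them.

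MT1X was lower in every knockdown library. A direct effect of the hairpins is consistent with their sequences, since shMT2A-2 has 0 mismatches to MT1X and shMT2A-1 has the same single mismatch to MT1X as to MT2A. Reads of MT2A counted as MT1X remain possible. MT1X counts were 7.50% to 8.75% of MT2A counts in the controls and 9.60% to 15.1% in the knockdown libraries; a constant share of MT2A reads alone would have kept this ratio level, but such a share on top of a constant MT1X level would raise it, so the ratio does not separate the explanations.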
